A study of Drosophila melanogaster with 27 samples. Its data were reported in "Buffering of Segmental and Chromosomal Aneuploidies in Drosophila melanogaster" (2009).

How the data were processed

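RNA of adult Drosophila melanogaster females was measured on Affymetrix Drosophila Genome version 2 arrays. The 27 arrays fall into 9 groups of 3 biological replicates by their labels: wild type, 3 deficiency heterozygotes (Df(2L)J-H/+, Df(2L)ED4651/+ and Df(3L)4470/+), haplo 4th (1 copy of chromosome 4), Df(2L)J-H/+ haplo 4th, Dp(2;2)Cam3/+ triplo 4th (a duplication with 3 copies of chromosome 4), pof-mutant and pof-mutant triplo 4th. RNA came from 10 young females per replicate. The crosses differed between groups: wild type was the y^1 w^67c23 strain, the 3 deficiency groups had an Oregon R parent, the haplo 4th groups and the duplication group came from crosses to a stock with a compound chromosome 4, the pof-mutant flies came from their own stock, and the pof-mutant triplo 4th flies from a cross of that stock to flies carrying a pof mutation and a compound chromosome 4.

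Per probe set and array, the deposited table holds a single log2 value, which the authors made by robust multi-array analysis (RMA: background correction, normalization between arrays at the probe level, summary over the probes of a set). Whether the arrays were normalized together is not stated, and the later filter and centring of the study are not part of the table. The table had 18952 probe sets and 0 missing values. Array means lay between 6.32 and 6.39 (log2), array medians between 5.36 and 5.71, and 43.7% to 47.7% of the probe sets were above 6. The number of arrays limits the precision.

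Of the probe sets, 13646 had 1 gene symbol in the array annotation, 402 had several and 4904 had none. Of the first, 13543 matched a gene of the gene table (assembly Release 6 plus ISO1 MT, used for names, chromosome arms and gene order) and 103 did not. A gene took the probe set with the highest mean over all 27 arrays, which gave 11893 genes. A gene was called expressed when the mean of the 3 wild type arrays was above 6, as in the study, which left 7378 genes. A constant was then added to each array so that its mean over expressed genes equalled the mean of the wild type arrays, as in the study. Log2 ratios are group means minus the mean of the control arrays.

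The labels give chromosome arms and no breakpoints. Each segment was therefore found in the values, as the contiguous run of at least 20 expressed genes on any arm with the largest summed log2 ratio for its length, after removing the arm median and limiting ratios to a size of 2, with p from 1000 shuffles of gene order. Region ratios are means over the expressed genes of a segment or of chromosome 4. They were tested over genes against the log2 ratio of the copy number with a one-sample Wilcoxon signed-rank test, as in the study, here two-sided, with a sign-flip permutation of the mean beside it (100000 permutations, smallest possible p 1e-05) and Benjamini-Hochberg (BH) adjustment over the 10 region results. Confidence intervals (95%) came from 10000 bootstrap draws over genes. Genes are not independent replicates, so these p-values describe the genes of a region on these arrays. The mean and SD over the 3 arrays of a group are given beside them. Groups of genes were compared with a two-sided Mann-Whitney U test or a permutation test, normality was tested with the Shapiro-Wilk test, and relations over genes are given as Pearson r and Spearman rho with permutation p.

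Single genes were tested with limma: 1 mean per group over all 27 arrays, moderated variances, BH adjusted p under 0.05. Gene lists fixed beforehand were tested on genes outside the aneuploid region with limma's camera at a preset correlation of 0.01, and again with an estimated correlation, with BH over the 15 lists of a comparison that had at least 5 expressed genes. The lists were cytosolic ribosomal proteins, mitochondrial ribosomal proteins, proteasome, oxidative phosphorylation, heat shock and chaperones, antimicrobial and immune effectors, detoxification, egg shell and yolk, female germline, gut digestion, muscle structure, photoreceptor, cuticle, chromosome-wide regulators, and cell stress and death. A list of male accessory gland and testis genes had 0 of 38 measured genes expressed and was not tested.

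Genes named in the text followed a rule fixed beforehand: Pof, w, y and RpS3A in every group; per comparison, the 5 lowest and 5 highest ratios in the region and list members in it; outside it, the 6 largest rises and 6 largest falls among called genes with a symbol other than a CG or CR number whose 3 arrays did not overlap the 3 control arrays (chance gives 10% of genes without overlap for 3 against 3); and the 4 called members with the largest change of each list that passed. Region genes that did not pass are given as ranges. No probe set carried w or RpS3A alone, so these genes were not analysed here. The test, the lists and the rule were chosen before the data were examined.

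On data simulated for the Df(2L)J-H/+ comparison (7378 genes), limma recovered 17.9%, 44.8% and 87.9% of genes changed by 0.5, 1 and 2 (log2), and 4.59% of its calls were false. Over all 8 comparisons with wild type false calls ran from 2.68% to 7.32%, with 7.08% for Df(2L)ED4651/+, 7.32% for Df(3L)4470/+ and 6.19% for Dp(2;2)Cam3/+ triplo 4th. Shares in real data may differ. Comparisons that share the wild type arrays were set beside 100 draws of unchanged groups against shared controls. The alternatives tried were values without centring, centring on the median, other expression filters, other probe set rules, limma on the arrays of 2 groups, a minimum change of 1.2-fold (treat), a trended robust prior, each array left out in turn, shorter segments, segments found in 2 arrays and measured in the other, and a replicate block. A germline score (mean level of the female germline list on an array) as a covariate, fits without pof-mutant replicate 2, and the J-H segment as found in the haplo 4th background were added after seeing the data. The split of genes by breadth of expression over tissues that the study used was not analysed here. Tools were R 4.3.3 with limma 3.58.1 and data.table (version 1.17.8), and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.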

Results

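RNA levels were measured in adult females of 9 genotypes with 3 arrays each: wild type, 3 deficiency heterozygotes, flies with 1 copy of chromosome 4 (haplo 4th), the Df(2L)J-H deficiency in haplo 4th flies, the duplication Dp(2;2)Cam3 with 3 copies of chromosome 4 (triplo 4th), and pof-mutant flies with 2 or 3 copies of chromosome 4. Pof encodes a protein that binds chromosome 4. The question was how far expression of genes with 1 or 3 copies departs from the level set by the copy number. Array means lay between 6.32 and 6.39 (log2), and 7378 genes were called expressed, 50 of them on chromosome 4. Correlations between the arrays of a group ran from 0.95 to 0.98 in wild type, from 0.84 to 0.95 in the duplication group, from 0.62 to 0.90 among the arrays labelled pof-mutant and from 0.67 to 0.92 among those labelled pof-mutant triplo 4th.

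The Pof probe set did not lie lower in the arrays labelled pof-mutant. As deposited, Pof had a mean log2 level of 7.68 ± 0.24 (SD, n = 3) in wild type, 9.70 ± 1.14 (SD, n = 3) in pof-mutant and 7.81 ± 1.08 (SD, n = 3) in pof-mutant triplo 4th arrays. Against wild type, Pof rose by 2.01 (SE 0.46, limma adjusted p = 0.0171) in the arrays labelled pof-mutant. The sources used here do not say whether the probe set lies in the deleted part of the gene, so this probe set does not check the labels, and directions below are those of the arrays labelled pof-mutant. The yellow gene (y), a pigmentation gene, rose in Dp(2;2)Cam3/+ triplo 4th flies by 2.02 (SE 0.42, limma adjusted p = 0.00831).

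Genes of each deficiency stood below wild type and above the level of 1 copy in 2. In Df(2L)J-H/+ flies the lowered run was 31 expressed genes of 2L from Fgop2 to chm (permutation p = 0.003 from 1000 shuffles of gene order), with a mean log2 ratio of −0.65 (95% interval −0.80 to −0.48), 63.9% of wild type. In Df(2L)ED4651/+ flies it was 52 genes of 2L from Ifrd1 to Sec5 (permutation p = 0.001, the smallest that 1000 shuffles can give), at −0.80 (−0.99 to −0.63), 57.3%. In Df(3L)4470/+ flies it was 52 genes of 3L from Mocs1 to CG42397 (permutation p = 0.001), at −0.65 (−0.84 to −0.45), 63.8%. The SD over the 3 arrays of a group was 0.015, 0.0245 and 0.0201 in these regions, and the wild type arrays, measured in the same way, had SDs of 0.0587, 0.0218 and 0.0276.

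**Figure D1:**
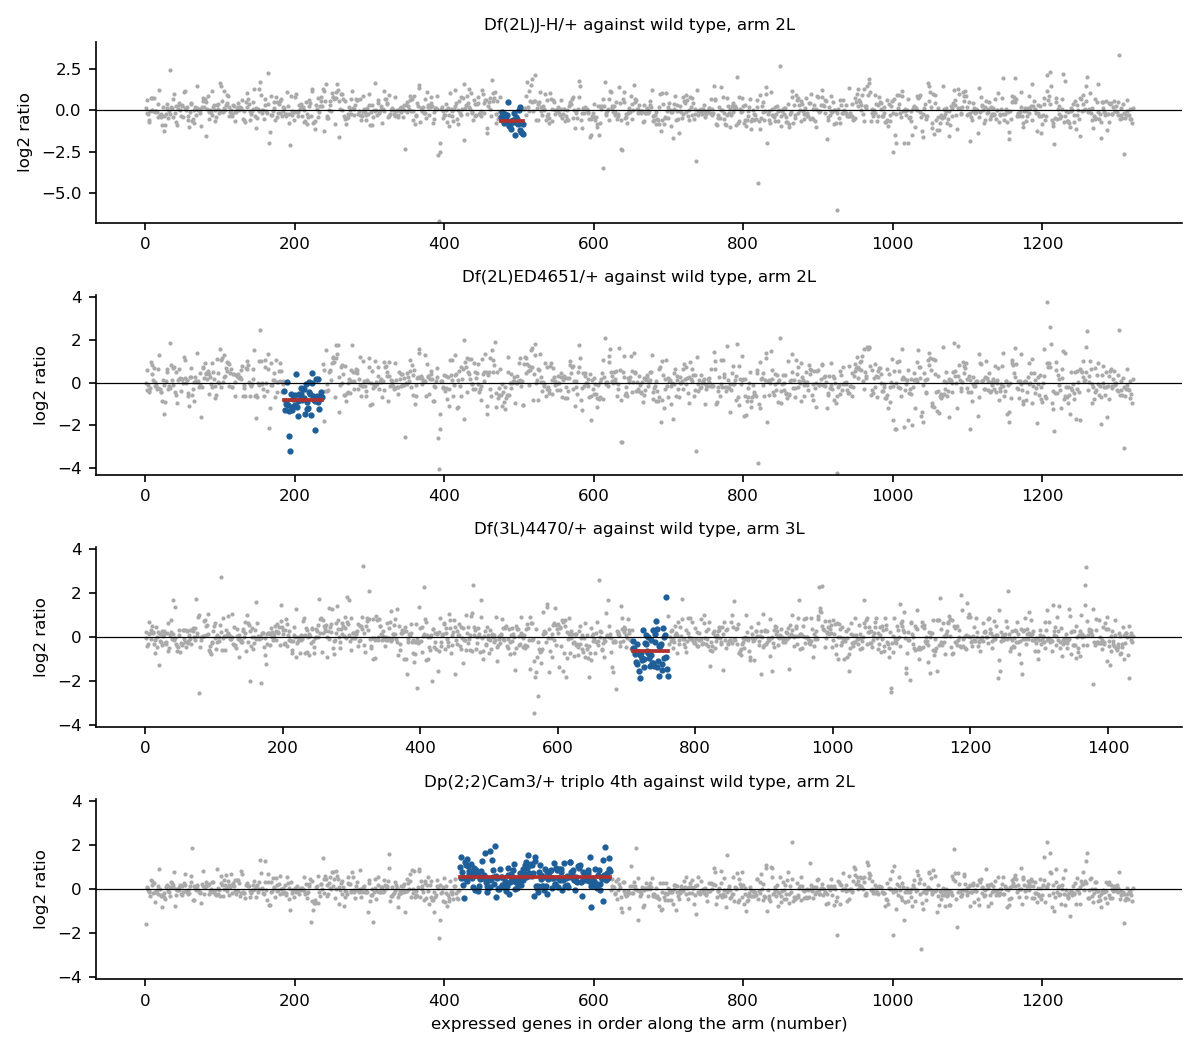
Log2 ratios of expressed genes (y axis, group mean minus wild type mean, 3 arrays each) in their order along the chromosome arm (x axis) in the 4 groups with a segmental change, blue points are genes of the segment found and the red line is its mean. The runs of 31, 52 and 52 lowered genes and of 202 raised genes stand apart from the rest of their arms.

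Single genes of these segments fell as well. In Df(2L)J-H/+ flies, 16 of the 31 segment genes fell by limma, among them the kinetochore gene Nuf2, at −1.47 (SE 0.49), the acetyltransferase gene chm, at −1.41 (SE 0.39), CG5181 at −1.36 (SE 0.26), CG5149 at −1.20 (SE 0.14) and the cuticle gene Pcp, at −0.94 (SE 0.23, adjusted p = 0.00882). In Df(2L)ED4651/+ flies, 26 of 52 fell, with CG9641 at −3.20 (SE 0.64), the DNA repair gene Rrp1 at −2.47 (SE 0.40), the ABC transporter gene E23 at −2.20 (SE 0.38) and the splicing factor gene Sf3b2 at −1.58 (SE 0.22, adjusted p = 0.000127). In Df(3L)4470/+ flies, 27 of 52 fell, with wls, required for Wnt secretion, at −1.88 (SE 0.29), CG42397 at −1.80 (SE 0.34), Muc68D at −1.78 (SE 0.42), NaPi-III at −1.55 (SE 0.18), the kinesin gene Klp68D at −1.49 (SE 0.23) and Irbp18 at −0.77 (SE 0.16, adjusted p = 0.00353). Several of the same genes stood low also in deficiency groups where they have 2 copies. CG9641 stood at −2.09 and −1.99 in Df(2L)J-H/+ and Df(3L)4470/+ flies, Rrp1 at −0.79 and −1.07 and E23 at −1.14 and −1.05, and Muc68D stood at −2.44 in Df(2L)J-H/+, lower than in Df(3L)4470/+. Nuf2, chm, Pcp, wls, CG42397, NaPi-III and Klp68D ran from −1.04 to −0.54 in the 2 deficiency groups other than their own, and CG5181, CG5149, Sf3b2 and Irbp18 from −0.34 to 0.24. In Df(3L)4470/+ flies prc, which encodes the matrix protein pericardin, rose by 1.8 (SE 0.50, adjusted p = 0.019), and it stood at 1.31 and 1.34 in the other 2. The 4 highest genes of the Df(3L)4470 segment after prc had ratios of 0.32 to 0.71, the 5 highest of the Df(2L)ED4651 segment 0.04 to 0.42 and the 5 highest of the J-H segment −0.18 to 0.50, none of which passed.

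Over the 135 genes of the 3 segments, the mean log2 ratio was −0.71 (95% interval −0.82 to −0.60), 61.2% of wild type, above the copy-number level of −1 (two-sided Wilcoxon p = 2.66e-07, n = 135 genes, adjusted p = 1.33e-06 over 10 region results, sign-flip permutation p = 1e-05, the smallest possible). Each segment alone also stood above it, with Wilcoxon p = 0.000563 for J-H (n = 31 genes), 0.00827 for ED4651 (n = 52) and 0.00242 for 4470 (n = 52) (BH adjusted p = 0.00113, 0.0118 and 0.00403). Genes with a mean level of 8 to 10 stood at 54.4% (51 genes), those under 8 at 64.6% (72 genes) and those at 10 or more at 73.8% (12 genes), while rho between ratio and level over the 135 genes was −0.06 (permutation p = 0.511). Ratios departed from a normal distribution over the pooled genes (Shapiro-Wilk p = 0.0101, n = 135 genes) and in the ED4651 segment (p = 0.00807), with p = 0.71 in the J-H segment and p = 0.0828 in the 4470 segment. These calls ended without the centring of the arrays, where the 3 segments stood at −0.89, −1.05 and −0.9 (Wilcoxon p = 0.164, 0.806 and 0.524, n = 31, 52 and 52 genes) and the pooled genes at −0.96 (p = 0.458). The median of all genes without centring was −0.25, −0.24 and −0.27 in the 3 groups. With a wild type mean above 8 the ED4651 and 4470 segments stood at −0.93 and −0.85 and did not differ from the copy-number level. Without the filter on expressed genes the 4470 segment stood at −0.24 and the pooled genes at −0.43. In Df(2L)J-H/+ haplo 4th flies the lowered run held 21 of the 31 J-H genes, from Gart to chm, and those 21 stood in Df(2L)J-H/+ at −0.78 (Wilcoxon p = 0.0582, n = 21 genes, a run chosen after seeing the data) and the other 10 at −0.36 (SD 0.37 over genes).

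**Figure D2:**
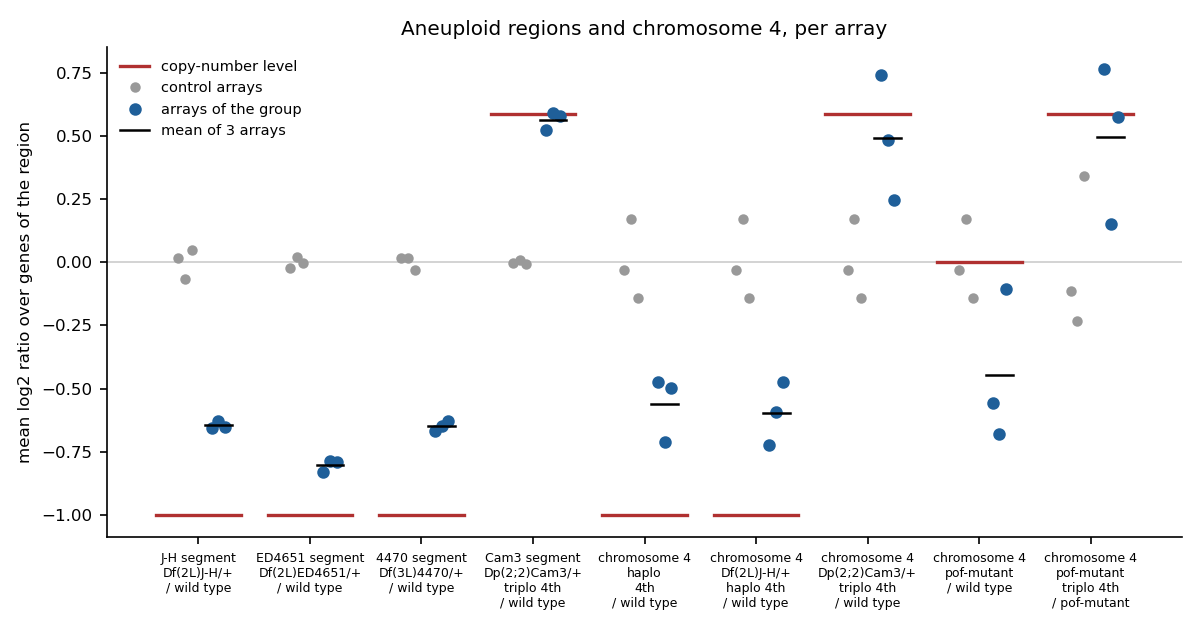
Mean log2 ratio of the expressed genes of each region (y axis) on each array, grey points are control arrays, blue points are arrays of the group, black lines are group means and red lines mark the copy-number level. Every array of the 3 deficiency groups lies above its red line, and the arrays labelled pof-mutant spread from −0.68 to −0.10 over chromosome 4.

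Genes with 3 copies in the duplication were raised to about the level of their copy number. In Dp(2;2)Cam3/+ triplo 4th flies, 202 expressed genes of 2L from Ugt37B1 to LManVI had a mean log2 ratio of 0.56 (95% interval 0.50 to 0.63, SD over 3 arrays 0.036), 148% of wild type, against 150% for 3 copies in 2 (Wilcoxon p = 0.318, n = 202 genes, adjusted p = 0.318). Of all region genes in this group, 47 rose, among them Daao2, a D-amino acid oxidase gene, at 1.94 (SE 0.31), the adipokinetic hormone receptor gene AkhR at 1.72 (SE 0.42), the galactose enzyme gene Galt at 1.63 (SE 0.39) and mRpL51 at 0.47 (SE 0.13, limma adjusted p = 0.0433). In the 3 deficiency groups, where these genes have 2 copies, Daao2 stood at 1.09 to 1.90, AkhR at 0.77 to 1.15, Galt at 0.62 to 1.31 and mRpL51 at 0.25 to 0.46, so their rises were not particular to the extra copy. The 31 J-H genes lie in this run and stood at 0.41 (0.31 to 0.52), 133% of wild type and below the copy-number level (p = 0.0077, sign-flip permutation p = 0.00512). The other 171 genes stood at 0.59 (0.52 to 0.66), 151%. As deposited, without centring, the run stood at 0.50 (Wilcoxon p = 0.00509, n = 202 genes), and without the expression filter at 0.45 (p = 1.63e-08), both below the copy-number level. It stood at 0.59 with centring on the median, with a wild type mean above 8 and without replicate 1 of this group, just above that level.

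Chromosome 4 with 3 copies lay near the copy-number level in the same flies. Its 50 expressed genes had a mean of 0.49 (95% interval 0.38 to 0.61), 141% of wild type, below the level of 3 copies by the Wilcoxon test (p = 0.0317, adjusted p = 0.0396) and not by the sign-flip permutation of the mean (p = 0.129). The GABA transporter gene Gat rose by 2.14 (SE 0.54), Sox102F by 1.29 (SE 0.30) and ATPsynbeta, a subunit gene of the ATP synthase, by 0.73 (SE 0.17, limma adjusted p = 0.0163), while the zinc transporter gene Zip102B fell to −0.81 (SE 0.16, adjusted p = 0.00619). With 2 copies, in the 3 deficiency groups, Gat stood at 2.19 to 2.46, Sox102F at 0.49 to 1.14 and ATPsynbeta at 0.97 to 1.15, and Gat stood at 1.43 in haplo 4th with 1 copy, so these rises did not follow the copy number alone. The SD over the 3 arrays was 0.25 (0.25 to 0.74 per array), and that of the wild type arrays 0.16. Without replicate 3 of this group the mean was 0.61, above the copy-number level (Wilcoxon p = 0.942, n = 50 genes), and without wild type replicate 2 it was 0.58 (p = 0.682). It was 0.51 with centring on the median (p = 0.094, n = 50 genes), 0.48 without probe sets ending in _s_at or _x_at (p = 0.104) and 0.27 with a germline score as a covariate, added after seeing the data (p = 1.1e-05).

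Chromosome 4 with 1 copy stood above the copy-number level in both haplo 4th groups. In haplo 4th flies the 50 genes had a mean log2 ratio of −0.56 (95% interval −0.69 to −0.42, SD over 3 arrays 0.13), 67.7% of wild type (Wilcoxon p = 2.23e-07, n = 50 genes, adjusted p = 1.33e-06). In Df(2L)J-H/+ haplo 4th flies they stood at −0.60 (−0.75 to −0.43, SD over 3 arrays 0.12), 66.1% (Wilcoxon p = 1.49e-05, n = 50 genes, adjusted p = 4.97e-05). Against Df(2L)J-H/+ flies, the latter stood at −0.78 (−0.89 to −0.65), 58.4%. The eye selector gene toy, at −1.37 (SE 0.36), Slip1 at −1.35 (SE 0.22), the mediator gene MED26 at −1.30 (SE 0.23), Gyf at −1.05 (SE 0.20) and the receptor gene Eph at −1.04 (SE 0.25) were the lowest of the 15 genes that fell in haplo 4th. In Df(2L)J-H/+ haplo 4th, 32 of the 81 region genes fell, with toy at −1.69 (SE 0.36), Ank at −1.25 (SE 0.13, limma adjusted p = 3.54e-06) and Nuf2 at −2 (SE 0.49). In the 3 deficiency groups, with 2 copies of chromosome 4, toy, Slip1, MED26, Gyf, Eph and Ank ran from −0.67 to 0.23. The 5 highest ratios on chromosome 4 ran from 0.01 to 1.43 in haplo 4th and from 0.24 to 1.67 in Df(2L)J-H/+ haplo 4th, and none passed. With the germline covariate, added after seeing the data, the mean in Df(2L)J-H/+ haplo 4th was −0.86 and no longer differed from the copy-number level (Wilcoxon p = 0.149, n = 50 genes). In haplo 4th the lowest alternative mean was −0.76.

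The deficiency segments and chromosome 4 of haplo 4th flies were compared directly. The difference in mean log2 ratio, segments minus chromosome 4, was −0.15 (95% interval −0.33 to 0.02, Mann-Whitney p = 0.19, permutation p = 0.154). By the same test over n = 185 genes it was −0.35 without centring (p = 0.000333), −0.23 without wild type replicate 2 (p = 0.0369) and −0.22 without haplo 4th replicate 2 (p = 0.0301). It was −0.07 without wild type replicate 3, −0.22 with a wild type mean above 8, 0.08 without the expression filter and 0.11 with the germline covariate, none of which passed.

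The J-H deficiency had about the same mean ratio with 1 and with 2 copies of chromosome 4. Its 31 genes stood at −0.63 in Df(2L)J-H/+ haplo 4th against haplo 4th flies and at −0.65 in Df(2L)J-H/+ against wild type, a difference of 0.01 (95% interval −0.16 to 0.19, Mann-Whitney p = 0.933, paired sign-flip permutation p = 0.898). This small difference turned without Df(2L)J-H/+ haplo 4th replicate 1 (−0.04) or wild type replicate 3 (−0.01), with centring on the median (−0.02) and with a wild type mean above 8 (−0.13). Every other array left out gave 0.0014 to 0.045, and values without centring gave 0.15. With the germline covariate it was −0.15 and passed (permutation p = 0.00147).

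The same genes could be followed from 1 to 3 copies. J-H segment genes went from −0.65 with 1 copy to 0.41 with 3 copies, a difference of 1.06 (95% interval 0.91 to 1.22), or 2.08-fold (1.88 to 2.33) for a 3-fold difference in copies. The 21 of them in the run of Df(2L)J-H/+ haplo 4th went from −0.78 to 0.46, a difference of 1.24, or 2.36-fold, and the other 10 from −0.36 to 0.32, or 1.6-fold. Those 10 stood at −0.46 in Df(2L)ED4651/+ and −0.30 in Df(3L)4470/+ flies, where they have 2 copies, and the 21 at −0.01 in both, so the low ratio of the 10 genes in Df(2L)J-H/+ was not particular to the J-H deficiency. Chromosome 4 genes went from −0.56 to 0.49, a difference of 1.05 (0.93 to 1.17), or 2.08-fold. Of the 31 J-H genes, 26 lay below wild type with 1 copy and above it with 3, as did 43 of the 50 chromosome 4 genes.

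In the arrays labelled pof-mutant, chromosome 4 genes stood lower than in wild type. Their mean log2 ratio was −0.45 (95% interval −0.66 to −0.24), 73.4% of wild type (Wilcoxon p = 0.000206 against no change, n = 50 genes, adjusted p = 0.000515). The 3 arrays stood at −0.68 to −0.10 (SD 0.30), against −0.14 to 0.17 in wild type. Zip102B fell to −2.84 (SE 0.16, limma adjusted p = 5.67e-10), and the 5 highest genes ran from 0.58 to 1.11 without passing.

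With 3 copies of chromosome 4 its genes stood higher in pof-mutant flies too, although the pof-mutant triplo 4th flies alone had a parent with a compound chromosome 4, so copies and cross differed together. Pof-mutant triplo 4th arrays stood at 0.50 (95% interval 0.39 to 0.61) against pof-mutant arrays, 141%, which did not differ from the level of 3 copies in 2 (Wilcoxon p = 0.138, n = 50 genes, adjusted p = 0.153). Against wild type they stood at 0.05 (−0.13 to 0.20), 104%. The response differed by 0.01 (−0.12 to 0.13) from that of the duplication group (Mann-Whitney p = 0.652, permutation p = 0.931), in which the duplication is present as well. That small difference turned without pof-mutant replicate 1 (−0.05) or 2 (−0.11), pof-mutant triplo 4th replicate 1 (−0.13) or 3 (−0.03), Dp(2;2)Cam3/+ triplo 4th replicate 3 (−0.12) or wild type replicate 2 (−0.09). It was 0.18 without pof-mutant replicate 3 or pof-mutant triplo 4th replicate 2, 0.13 without Dp(2;2)Cam3/+ triplo 4th replicate 1, 0.08 without wild type replicate 3, and passed in none of these. The response of 0.50 was below the copy-number level by the Wilcoxon test (n = 50 genes) without pof-mutant replicate 1 (0.44, p = 0.0173) or 2 (0.38, p = 1.72e-07), pof-mutant triplo 4th replicate 1 (0.36, p = 6.48e-07) or 3 (0.46, p = 0.00639). It was below it also without the expression filter (0.43), with a wild type mean above 8 (0.45) and with the germline covariate (0.38), and stood above it at 0.67 without pof-mutant replicate 3 and without pof-mutant triplo 4th replicate 2.

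Genes of chromosome 4 that stood low in haplo 4th tended to stand high in the arrays labelled pof-mutant. Over 50 genes, which are not independent replicates, Pearson r between the log2 ratios was −0.43 (permutation p = 0.00233) and Spearman rho was −0.58 (p = 4e-05). CG11360 had −1.04 in haplo 4th and 1.11 in pof-mutant, and Zip102B −0.74 and −2.84. Genes of the 5 other arms gave r of −0.22 to −0.42 and rho of −0.38 to −0.49. Draws of unchanged groups against shared controls, made from deviations of arrays of all groups, gave a mean r of 0.43 (−0.65 to 0.97, 100 draws). Their mean covariance was 0.05 against −0.16 observed. With Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+ in place of haplo 4th against wild type, which shares no array with the pof-mutant ratio, r was 0.16 (permutation p = 0.27), without pof-mutant replicate 2 it was −0.23 (p = 0.1), and with the germline covariate 0.11 (p = 0.419).

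**Figure D3:**
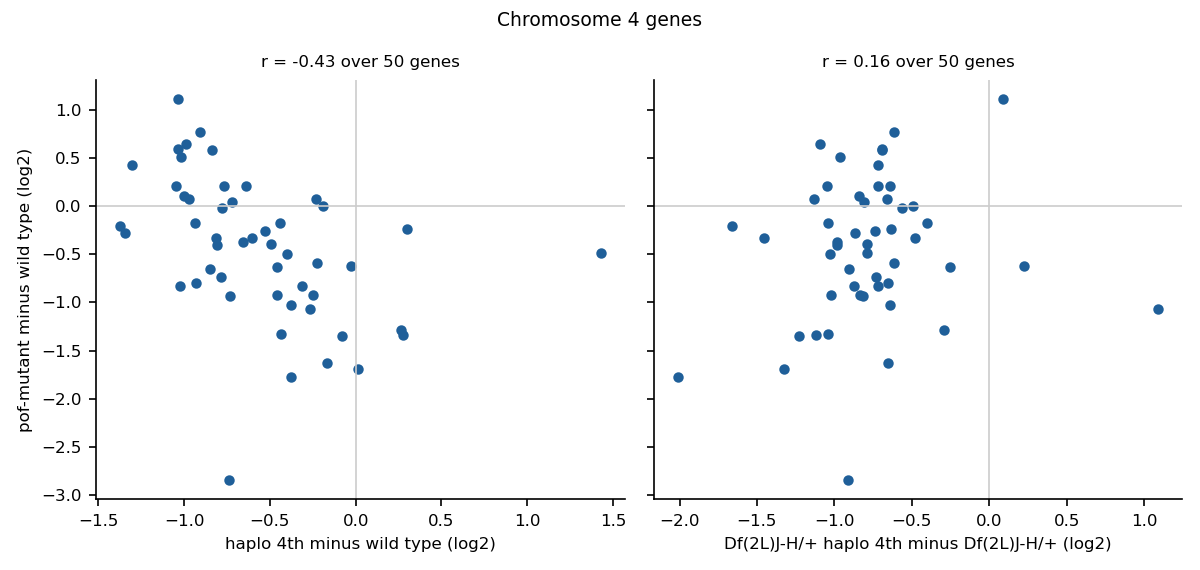
Log2 ratios of the 50 expressed chromosome 4 genes in the arrays labelled pof-mutant against wild type (y axis) and, on the x axis, in haplo 4th against wild type (r = −0.43) and in Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+ (r = 0.16). The negative relation is absent in the second pair, which has other arrays and crosses.

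Outside the J-H segment, the largest rises in Df(2L)J-H/+ flies were in genes of several functions, and genes of the ovary were among the largest falls. The pigment enzyme gene e rose by 3.24 (SE 0.99), slow by 3.29 (SE 0.93), the mannosidase gene alpha-Man-Ia by 3.21 (SE 0.75), the cytochrome P450 genes Cyp6a20 by 2.91 (SE 0.44) and Cyp4d8 by 2.73 (SE 0.32), and the muscle gene Zasp67 by 2.73 (SE 0.63). The vitelline membrane genes Vm26Aa and Vm34Ca fell to −6.70 (SE 2.17) and −6.05 (SE 1.98), Sgp to −3.52 (SE 0.89), otu, required in the female germline, to −3.17 (SE 0.94), Cyp6a19 to −2.93 (SE 0.98) and the cyclin gene CycB3 to −2.83 (SE 0.90, limma adjusted p = 0.0346). In all, 808 genes rose and 504 fell of 7378.

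Of the lists, 7 passed in Df(2L)J-H/+, each with adjusted p = 0.776 with an estimated correlation. Of 57 oxidative phosphorylation genes 35 rose and 22 did not pass (46 rose adjusted over the list alone, camera adjusted p = 3.94e-15), with SdhB at 1.40 (SE 0.28), SdhD at 1.19 (SE 0.28) and RFeSP at 1.16 (SE 0.27). Of 26 proteasome genes, 17 rose (21 adjusted over the list alone, adjusted p = 1.58e-10), with Rpn1 at 1.03 (SE 0.18) and Rpn3 at 1.02 (SE 0.16). Of 69 mitochondrial ribosomal protein genes, 12 rose and 1 fell (13 and 1 adjusted over the list alone, adjusted p = 0.00472), with mRpL28 at 0.80 (SE 0.15), and of 17 photoreceptor genes 1 rose, eys at 1.30 (SE 0.34, 1 adjusted over the list alone, adjusted p = 0.0045). Of 21 female germline genes, 5 fell and 1 rose (13 and 1 adjusted over the list alone, adjusted p = 0.00178), with exu at −2.81 (SE 0.96), gnu at −2.21 (SE 0.73) and orb at −1.53 (SE 0.48). Of 18 egg shell and yolk genes, 4 fell (7 adjusted over the list alone, adjusted p = 0.000896), with the yolk receptor gene yl at −1.85 (SE 0.56) and Yp1 at −0.92 (SE 0.30), and of 12 chromosome-wide regulators 1 fell, Su(var)2-HP2 at −1.93 (SE 0.41, 1 adjusted over the list alone, adjusted p = 0.0242). The germline list had a mean level of 8.50 ± 0.11 (SD, n = 3) against 9.69 ± 0.19 (SD, n = 3) in wild type, and the egg shell list 6.88 ± 0.31 (SD, n = 3) against 9.56 ± 1.42 (SD, n = 3).

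Lists that did not pass in Df(2L)J-H/+ had few called members. In cytosolic ribosomal proteins 2 of 34 rose and 2 fell (adjusted p = 0.474), in detoxification 6 of 68 rose and 6 fell (0.628), in gut digestion 4 of 30 fell and 1 rose (0.147), in cuticle 6 of 31 rose (0.0806), in cell stress and death 2 of 19 rose and 1 fell (0.472), in heat shock and chaperones 1 of 10 rose (0.885) and in antimicrobial and immune effectors 1 of 14 rose (0.263). Muscle structure genes had a mean ratio of 0.50 over 20 genes (camera adjusted p = 0.0806). Adjusted over the list alone these counts were the same, except for 0 called cytosolic ribosomal protein genes and immune effectors and 2 risen and 1 fallen heat shock genes. The count of 1312 changed genes moved to 749, 707 and 623 without Df(2L)J-H/+ replicate 1, 2 or 3, and to 721, 831 and 517 without wild type replicate 1, 2 or 3. It was 3772 with only the arrays of the 2 groups, 2217 without pof-mutant replicate 2 in the fit, 2504 without the expression filter, and 373 for changes above 1.2-fold. Without centring 1346 genes fell and 432 rose, so the balance between falls and rises turned, as it did in Df(2L)ED4651/+ (1605 and 528), Df(3L)4470/+ (1222 and 376) and Df(2L)J-H/+ haplo 4th (526 and 274, with a median of all genes of −0.17).

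In Df(2L)ED4651/+ flies, single genes of mitochondria rose and single genes of the female germline fell. Outside the segment alpha-Man-Ia rose by 2.82 (SE 0.75), Cyp6a20 by 2.77 (SE 0.44), slow by 2.71 (SE 0.93), Cyp4d8 by 2.68 (SE 0.32), the transporter gene bumpel by 2.64 (SE 0.61) and the tetraspanin gene Tsp42Ep by 2.54 (SE 0.70). The egg shell gene dec fell to −5.17 (SE 1.83), the embryonic patterning genes nanos and bcd to −3.72 (SE 1.23) and −3.63 (SE 1.16), otu to −3.33 (SE 0.94), Marf1 to −3.06 (SE 0.83) and Cyp6a19 to −2.91 (SE 0.98, limma adjusted p = 0.0389). Totals were 958 risen and 654 fallen genes.

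In Df(2L)ED4651/+ 7 lists passed, of which oxidative phosphorylation, mitochondrial ribosomal proteins and female germline had adjusted p = 0.843 with an estimated correlation. Of 56 oxidative phosphorylation genes 41 rose (51 adjusted over the list alone, camera adjusted p = 1.05e-15), with SdhB at 1.49 (SE 0.28), RFeSP at 1.29 (SE 0.27) and ND-ACP at 1.15 (SE 0.25), and 33 of 69 mitochondrial ribosomal protein genes rose (37 and 1 fallen adjusted over the list alone, adjusted p = 1.73e-10), with mRpL28 at 0.93 (SE 0.15) and mRpS14 at 0.92 (SE 0.14). Of 21 female germline genes 12 fell and 1 rose (15 and 1 adjusted over the list alone, adjusted p = 4.26e-05), with bcd, otu, exu at −2.73 (SE 0.96) and gnu at −2.34 (SE 0.73). Proteasome (2 of 26 rose, as many adjusted over the list alone, Rpn3 at 0.67, SE 0.16, adjusted p = 0.00572), photoreceptor (1 of 17 rose, eys at 1.02, SE 0.34, with 0 adjusted over the list alone, adjusted p = 0.0163), egg shell and yolk (2 of 18 fell, dec and yl at −2.40, SE 0.56, with 1 adjusted over the list alone, adjusted p = 0.0115) and chromosome-wide regulators (2 of 12 fell, 5 adjusted over the list alone, adjusted p = 0.0115) had adjusted p = 0.869 with an estimated correlation. The fallen regulators were Su(var)2-HP2 at −2.12 (SE 0.41) and Pof at −1.31 (SE 0.46, limma adjusted p = 0.0472). Mean germline and egg shell levels were 8.22 ± 0.28 (SD, n = 3) and 7.33 ± 0.32 (SD, n = 3) here.

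Changed genes in Df(2L)ED4651/+ numbered 1049, 741 and 903 without its replicate 1, 2 or 3 and 918 and 718 without wild type replicate 1 or 3, against 1612 with all arrays. With the germline covariate, added after seeing the data, the count was 1046, and the direction of Cyp6a19 turned (0.12). That of exu turned too (0.25), but exu is a member of the list behind the score, which removes its change in part by construction.

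In Df(3L)4470/+ flies, single genes of mitochondria rose and single genes of digestive enzymes fell. Outside the segment slow rose by 3.23 (SE 0.93), alpha-Man-Ia by 3.10 (SE 0.75), Cyp6a20 by 2.66 (SE 0.44), bumpel by 2.64 (SE 0.61), Zasp67 by 2.57 (SE 0.63) and the esterase gene alpha-Est2 by 2.53 (SE 0.44). Sgp fell to −3.53 (SE 0.89), the metallothionein gene MtnB to −2.59 (SE 0.42), the lysozyme gene LysP to −2.55 (SE 0.40), the protease genes Jon74E and betaTry to −2.51 (SE 0.49) and −2.47 (SE 0.53), and the cuticle gene Cpr49Ah to −2.45 (SE 0.73, limma adjusted p = 0.0269). Of 30 gut digestion genes, 4 fell and 1 rose, and the list did not pass (camera adjusted p = 0.054). In total 720 genes rose and 390 fell.

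In Df(3L)4470/+ 8 lists passed, each with adjusted p = 0.874 with an estimated correlation. Of 57 oxidative phosphorylation genes 33 rose (52 adjusted over the list alone, camera adjusted p = 2.4e-16), with SdhB at 1.36 (SE 0.28) and ND-PDSW at 1.23 (SE 0.24), of 68 mitochondrial ribosomal protein genes 25 rose (29 adjusted over the list alone, adjusted p = 3.34e-09), with mRpS31 at 0.83 (SE 0.16), and of 26 proteasome genes 7 rose (8 adjusted over the list alone, adjusted p = 0.000104), with Rpn3 at 0.81 (SE 0.16) and Rpt5 at 0.45 (SE 0.14). Of 33 cytosolic ribosomal protein genes 5 rose and 1 fell (6 and 1 adjusted over the list alone, adjusted p = 0.0211), with RpLP2 and RpL41 at 0.40 (SE 0.10 each) and RpL37-1 at −0.29 (SE 0.09). In the female germline list 2 of 21 fell, aub at −1 (SE 0.33) and BicD at −0.49 (SE 0.15), and stau rose by 0.82 (SE 0.14, 3 and 1 adjusted over the list alone, adjusted p = 0.00581). In the egg shell list yl fell to −1.74 (SE 0.56, 0 adjusted over the list alone, adjusted p = 0.0155), in the regulators Su(var)2-HP2 fell to −1.96 (SE 0.41, 1 adjusted over the list alone, adjusted p = 0.0155), and 17 photoreceptor genes had a mean ratio of 0.67 (adjusted p = 0.0142). Germline and egg shell means were 8.71 ± 0.41 (SD, n = 3) and 7.70 ± 0.60 (SD, n = 3). The count of 1110 changed genes was 464 and 673 without Df(3L)4470/+ replicate 2 or 3 and 561 without wild type replicate 3.

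X-linked genes had mean ratios of −0.14 ± 0.01, −0.14 ± 0.01 and −0.13 ± 0.02 (SD over 3 arrays) in the 3 deficiency groups, −0.08 ± 0.004 in haplo 4th, −0.08 ± 0.04 in Df(2L)J-H/+ haplo 4th and −0.06 ± 0.04 in Dp(2;2)Cam3/+ triplo 4th. The deficiency groups changed largely in the same genes. Of 7022 genes outside all regions, 230 fell in all 3 groups, where independent lists would share 2.08, and 477 rose in all 3, where independent lists would share 9.81. Shared falls included MtnB, with a mean of −2.57 over the 3 groups, the P450 gene Cyp4p2 at −2.44, the germline thioredoxin gene dhd at −2.42 and the alkaline phosphatase gene Alp2 at −2.28, and shared rises included slow at 3.08, alpha-Man-Ia at 3.04, bumpel at 2.65 and PLCXD at 2.33. Of the 230 shared falls, 39.6% lay on the X, against 17.5% of all these genes. Correlations of log2 ratios between pairs of groups were 0.92 to 0.94 and covariances 0.45 to 0.49, against a mean r of 0.52 (upper limit 0.93), a mean covariance of 0.08 (upper limit 0.28) and 0 shared calls in 100 limma fits to draws of unchanged groups with shared controls. For the pairs with Df(2L)J-H/+ r lay within the range that shared wild type arrays alone gave, while the covariances and shared calls lay outside it. Part or all of the excess may come from the shared wild type arrays. The draws hold no deviation common to these arrays, and 3 arrays cannot be split into sets of 2. The shared falls had means of −0.43 in haplo 4th, −0.59 in Df(2L)J-H/+ haplo 4th and −0.51 in Dp(2;2)Cam3/+ triplo 4th, and the shared rises 0.48, 0.67 and 0.46.

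**Figure D4:**
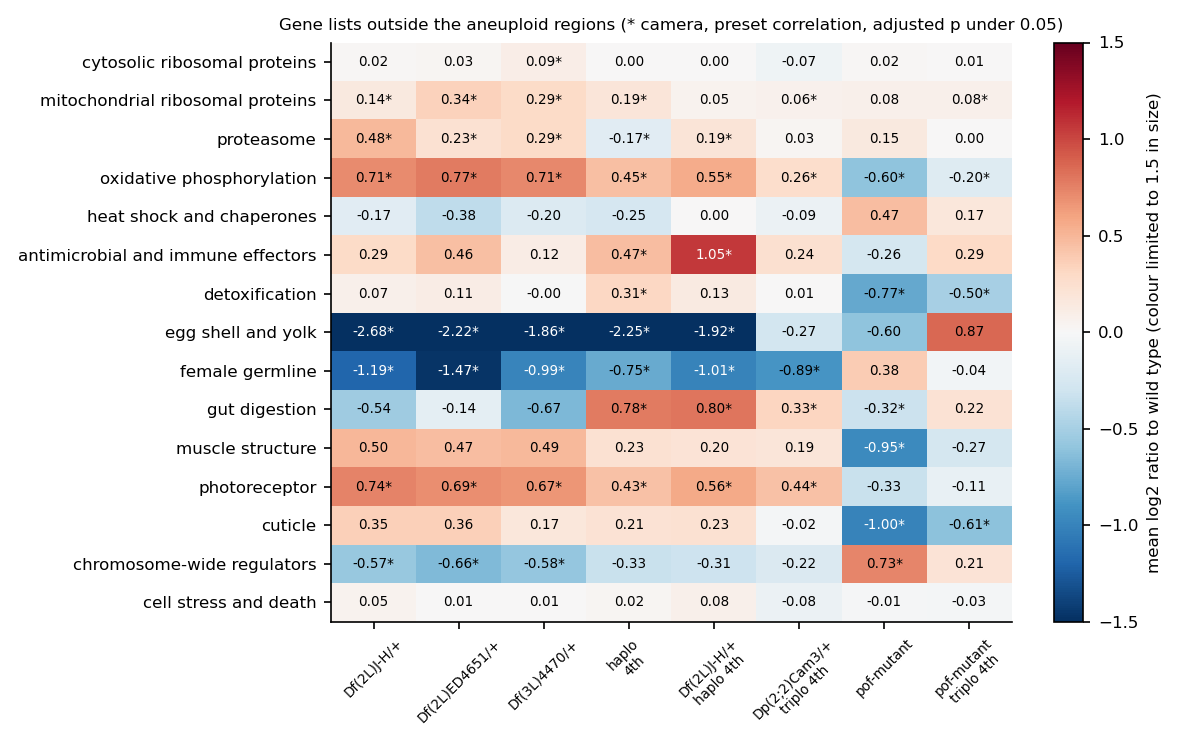
Mean log2 ratio (colour) of 15 gene lists (y axis) in 8 groups against wild type (x axis), a star marks a list that passed with camera at a preset correlation of 0.01. Oxidative phosphorylation stands at 0.71, 0.77 and 0.72 in the 3 deficiency groups and at −0.60 in the arrays labelled pof-mutant, with an estimated correlation the lowest adjusted p of any list here was 0.448.

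Outside chromosome 4, genes of digestive and detoxifying enzymes were among the largest rises in haplo 4th flies, while most members of both lists did not pass. The protease gene Jon65Aii rose by 4.14 (SE 0.73), Tsp42Ep by 2.61 (SE 0.70), the mannosidase gene LManV by 2.40 (SE 0.50), Ser6 by 2.36 (SE 0.34), Cyp4d8 by 2.36 (SE 0.32) and the maltase gene Mal-A4 by 2.36 (SE 0.46). The drosomycin-like gene Drsl4 fell to −2.22 (SE 0.49), salt to −1.63 (SE 0.36), phu to −1.59 (SE 0.40), Cyp6a2 to −1.57 (SE 0.39), the Notch pathway gene H to −1.54 (SE 0.37) and PIG-A, of GPI anchor synthesis, to −1.43 (SE 0.32, limma adjusted p = 0.0185). Altogether 180 genes rose and 104 fell.

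In haplo 4th 9 lists passed, of which the first 6 below had adjusted p = 0.626 with an estimated correlation. Of 30 gut digestion genes 5 rose (6 adjusted over the list alone, camera adjusted p = 3.76e-05), with Mal-A3 at 2.09 (SE 0.47) and iotaTry at 1.36 (SE 0.32), of 68 detoxification genes 9 rose and 4 fell (15 and 5 adjusted over the list alone, adjusted p = 0.000226), with Cyp6a20 at 2.00 (SE 0.44) and Cyp4p2 at −1.69 (SE 0.30), and of 69 mitochondrial ribosomal protein genes 2 rose, mRpS31 at 0.82 (SE 0.16) and mRpL48 at 0.70 (SE 0.14, 2 adjusted over the list alone, adjusted p = 1.46e-07). Lists without a called member were oxidative phosphorylation, mean 0.45 over 56 genes (adjusted p = 1.87e-11), antimicrobial and immune effectors, mean 0.47 over 14 (adjusted p = 0.018), and egg shell and yolk, mean −2.25 over 18 (adjusted p = 0.000128). The proteasome mean was −0.17 over 26 genes (adjusted p = 0.000307) and the germline mean −0.75 over 21 (adjusted p = 0.00755), both with adjusted p = 0.675 with an estimated correlation, and the photoreceptor mean 0.44 over 17 (1 risen adjusted over the list alone, adjusted p = 0.0324, adjusted p = 0.785 with an estimated correlation). Germline and egg shell levels were 8.94 ± 0.25 (SD, n = 3) and 7.30 ± 0.69 (SD, n = 3). The count of 284 genes was 84, 69 and 70 without haplo 4th replicate 1, 2 or 3 and 77, 101 and 66 without wild type replicate 1, 2 or 3.

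Immune and digestive genes were among the largest rises in Df(2L)J-H/+ haplo 4th flies. Jon65Aii rose by 4.18 (SE 0.73), the desaturase gene Fad2 by 3.58 (SE 1.10), the antimicrobial peptide genes DptB and Mtk by 3.11 (SE 0.62) and 2.67 (SE 0.78), the cathepsin gene CtsL3 by 2.51 (SE 0.52) and LManV by 2.5 (SE 0.50). The egg shell protease gene ndl fell to −2.76 (SE 0.87), phu to −2.37 (SE 0.40), Drsl4 to −1.92 (SE 0.49), IA-2 to −1.80 (SE 0.34), Cyp6a2 to −1.77 (SE 0.39) and Alp2 to −1.70 (SE 0.42, limma adjusted p = 0.0149). Counts were 414 risen and 317 fallen genes.

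Of 14 antimicrobial and immune effectors in Df(2L)J-H/+ haplo 4th, 6 rose (7 adjusted over the list alone, camera adjusted p = 8.91e-05, adjusted p = 0.448 with an estimated correlation), among them the recognition protein genes PGRP-SB1 at 1.75 (SE 0.52) and PGRP-LB at 1.35 (SE 0.28). The 6 other lists that passed had adjusted p = 0.858 with an estimated correlation. Of 30 gut digestion genes 6 rose (6 adjusted over the list alone, adjusted p = 0.000467), with Mal-A4 at 2.17 (SE 0.46), and of 56 oxidative phosphorylation genes 11 rose (27 adjusted over the list alone, adjusted p = 1.72e-12), with SdhB at 1.04 (SE 0.28) and ND-20 at 0.98 (SE 0.25). Of 26 proteasome genes 2 rose and Rpn6 fell to −0.63 (SE 0.14, 2 and 1 adjusted over the list alone, adjusted p = 0.00314), of 21 germline genes stau rose by 0.81 (SE 0.14) and tud fell to −0.66 (SE 0.19, 1 and 4 adjusted over the list alone, adjusted p = 0.000531), and of 17 photoreceptor genes the cryptochrome gene cry rose by 1.46 (SE 0.44, 0 adjusted over the list alone, adjusted p = 0.0138). The egg shell list had a mean ratio of −1.92 over 18 genes (adjusted p = 0.00437), and germline and egg shell levels were 8.69 ± 0.87 (SD, n = 3) and 7.63 ± 1.18 (SD, n = 3). The 731 changed genes became 363 and 263 without replicate 2 or 3 of this group, and 389, 411 and 306 without wild type replicate 1, 2 or 3.

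Df(2L)J-H/+ haplo 4th flies were also compared with Df(2L)J-H/+ flies, which came from another cross, with an Oregon R parent. Here 142 genes rose and 187 fell, and of 30 gut digestion genes 8 rose (10 adjusted over the list alone, camera adjusted p = 2.05e-11, adjusted p = 0.379 with an estimated correlation), with Jon65Aii at 3.38 (SE 0.73), Jon44E at 2.98 (SE 0.57) and betaTry at 2.56 (SE 0.53). Of 14 immune effectors 2 rose, DptB at 2.78 (SE 0.62) and the NF-kappaB gene Rel at 0.58 (SE 0.16, 5 adjusted over the list alone, adjusted p = 0.000495, adjusted p = 0.379 with an estimated correlation). On chromosome 4, 18 of 50 genes fell, with CG33521 at −2.01 (SE 0.53), toy at −1.66 (SE 0.36), Sox102F at −1.46 (SE 0.30) and ATPsynbeta at −0.63 (SE 0.17, limma adjusted p = 0.0323). Of 26 proteasome genes Rpt3 fell to −0.50 (SE 0.14, 7 adjusted over the list alone, adjusted p = 9.63e-09, adjusted p = 0.663 with an estimated correlation). Of 69 mitochondrial ribosomal protein genes 2 fell, mRpL9 at −0.47 (SE 0.12) and mRpS22 at −0.42 (SE 0.12, 0 adjusted over the list alone, adjusted p = 0.0181), and the oxidative phosphorylation mean was −0.15 over 56 genes (adjusted p = 0.0346), both lists with adjusted p = 0.941 with an estimated correlation. Of 10 splits of these 6 arrays, 8 gave at least as many passing lists as the 5 found. The egg shell mean differed by 0.76 and the germline mean by 0.18 between these groups. The 329 changed genes became 123 and 169 without Df(2L)J-H/+ replicate 1 or 2 and 126 and 155 without replicate 2 or 3 of Df(2L)J-H/+ haplo 4th.

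Dp(2;2)Cam3/+ triplo 4th flies changed few genes outside their extra copies. Jon65Aii rose by 2.88 (SE 0.73), the cuticle gene Cpr72Ec by 2.74 (SE 0.37), Ser6 by 2.36 (SE 0.34), y by 2.02 (SE 0.42), Elal by 1.95 (SE 0.26) and alpha-Est2 by 1.87 (SE 0.44). The corneal lens gene retinin fell to −3.35 (SE 0.47), the P450 gene Cyp12d1-d to −2.35 (SE 0.21), the isocitrate dehydrogenase gene Idh3b to −1.99 (SE 0.34), MtnB to −1.89 (SE 0.42), Alp2 to −1.87 (SE 0.42) and CkIIalpha-i3 to −1.67 (SE 0.34, limma adjusted p = 0.00632). Outside the region 102 genes rose and 94 fell, and in it 47 rose and 1 fell of 252.

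In Dp(2;2)Cam3/+ triplo 4th 5 lists passed, each with adjusted p = 0.955 with an estimated correlation. Of 30 gut digestion genes 2 rose, Jon65Aii and Mal-B2 at 0.97 (SE 0.18, 4 adjusted over the list alone, camera adjusted p = 0.0132), and of 68 mitochondrial ribosomal protein genes 2 rose, mRpL48 at 0.64 (SE 0.14) and mRpS31 at 0.64 (SE 0.16, 2 adjusted over the list alone, adjusted p = 0.0222). Oxidative phosphorylation had a mean of 0.26 over 55 genes (adjusted p = 4.14e-06), photoreceptor 0.44 over 16 (adjusted p = 0.0137) and female germline −0.89 over 20 (adjusted p = 0.000168), with no member called. Germline levels were 8.87 ± 0.97 (SD, n = 3) and egg shell levels 9.29 ± 2.67 (SD, n = 3), the latter 6.77 to 12.1 per array. The 244 changed genes became 131 and 114 without replicate 1 or 2 of this group and 132, 132 and 115 without wild type replicate 1, 2 or 3.

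**Figure D5:**
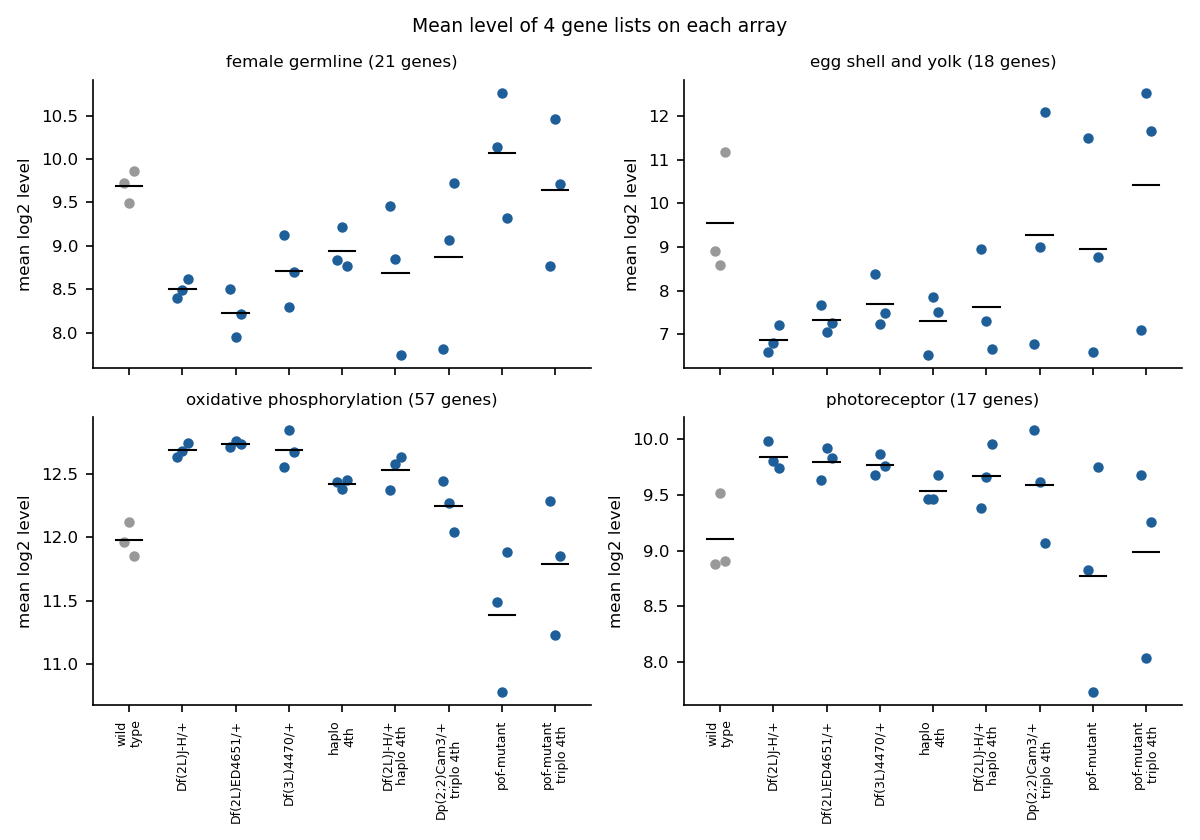
Mean log2 level of the expressed genes of 4 lists (y axis) on each of the 27 arrays, by group (x axis). Female germline levels are 9.49 to 9.86 in wild type and 7.95 to 9.12 in the 3 deficiency groups, and egg shell levels spread from 7.09 to 12.5 among pof-mutant triplo 4th arrays.

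In the arrays labelled pof-mutant more genes fell than rose. Outside chromosome 4, Srg2 fell to −3.47 (SE 0.41), Cyp6a23 to −3.21 (SE 0.33), the gluconeogenic gene Pepck2 to −3.16 (SE 0.29), plum to −3.13 (SE 0.27), the mucin gene Muc68D to −3.12 (SE 0.42) and the immune peptide gene BomBc3 to −3.07 (SE 0.39). The mitotic spindle gene msd1 rose by 2.41 (SE 0.59), Pdrg1 by 2.03 (SE 0.26), Pof by 2.01 (SE 0.46), gkt by 1.84 (SE 0.29), the replication checkpoint gene Claspin by 1.83 (SE 0.51) and l(2)37Cd by 1.68 (SE 0.39, limma adjusted p = 0.018). Of all genes 179 fell and 100 rose.

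In these arrays 22 of 68 detoxification genes fell and 1 rose (27 and 3 adjusted over the list alone, camera adjusted p = 1.68e-12, adjusted p = 0.614 with an estimated correlation), with Cyp9c1 at −2.92 (SE 0.22), GstE1 at −2.81 (SE 0.27) and Cyp4p1 at −2.69 (SE 0.21). The 5 other passing lists had adjusted p = 0.74 with an estimated correlation. Without pof-mutant replicate 2 in the fit 4 lists passed, and gut digestion turned upward by camera. Of 56 oxidative phosphorylation genes ND-B8 fell to −2.62 (SE 0.36, 46 fallen adjusted over the list alone, adjusted p = 4.48e-14), of 32 cuticle genes 2 fell, Cpr47Ea at −2.37 (SE 0.57) and Cpr47Ee at −1.54 (SE 0.31, 12 adjusted over the list alone, adjusted p = 3.9e-07), of 30 gut digestion genes LysP fell to −1.84 (SE 0.40, 1 and 1 risen adjusted over the list alone, adjusted p = 0.00733), and 19 muscle genes had a mean of −0.95 (adjusted p = 3e-05). The same arrays spread widely in these lists, with muscle levels of 10.1 to 12.9 (SD 1.49) against 12.6 to 12.9 in wild type, oxidative phosphorylation levels of 10.8 to 11.9 against 11.9 to 12.1 and cuticle levels of 6.63 to 8.78 against 8.76 to 8.92. On the first principal component replicates 1, 2 and 3 stood at 60.0, 122 and 13.5. Of 12 chromosome-wide regulators 2 rose, Pof and HP1c at 0.84 (SE 0.21, 2 adjusted over the list alone, adjusted p = 0.00241). Germline levels were 10.1 ± 0.72 (SD, n = 3) and egg shell levels 8.96 ± 2.46 (SD, n = 3). The 279 changed genes became 451, 123 and 4349 without pof-mutant replicate 1, 2 or 3, and 128, 136 and 130 without wild type replicate 1, 2 or 3, and 1563 with the germline covariate.

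Genes of detoxifying enzymes were among the largest falls in pof-mutant triplo 4th flies. Cyp9c1 fell to −2.77 (SE 0.22), Cyp12d1-d to −2.72 (SE 0.21), Cyp4p1 to −2.71 (SE 0.21), Cyp6a23 to −2.71 (SE 0.33), Srg2 to −3.31 (SE 0.41) and Muc68D to −2.67 (SE 0.42), and on chromosome 4 Zip102B to −2.83 (SE 0.16). Jon65Aii rose by 3.03 (SE 0.73), Cpr72Ec by 1.73 (SE 0.37), Pdrg1 by 1.63 (SE 0.26), Cyp6w1 by 1.56 (SE 0.35), the adenylate kinase gene Adk3 by 1.5 (SE 0.26), gkt by 1.43 (SE 0.29) and, on chromosome 4, Mpv17 by 0.64 (SE 0.16, limma adjusted p = 0.0442). Against wild type 71 genes fell and 33 rose. Of 68 detoxification genes 15 fell and 2 rose (19 and 2 adjusted over the list alone, camera adjusted p = 1.14e-13, adjusted p = 0.47 with an estimated correlation). Of 32 cuticle genes Cpr72Ec rose (1 and 2 fallen adjusted over the list alone, mean −0.61, adjusted p = 1.8e-06), of 69 mitochondrial ribosomal protein genes mRpL48 rose by 0.86 (SE 0.14, 1 adjusted over the list alone, adjusted p = 0.0264) and of 56 oxidative phosphorylation genes ND-B8 fell to −1.83 (SE 0.36, 1 adjusted over the list alone, adjusted p = 0.000104), and these 3 lists had adjusted p = 0.934 with an estimated correlation. Germline levels were 9.65 ± 0.84 (SD, n = 3) and egg shell levels 10.4 ± 2.92 (SD, n = 3). The 104 changed genes became 164 and 67 without replicate 1 or 3 of this group and 64, 65 and 65 without wild type replicate 1, 2 or 3.

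Against pof-mutant arrays, from which they differ in cross as well, pof-mutant triplo 4th arrays had 0 changed genes by limma at an adjusted p under 0.05, with 422 at an unadjusted p under 0.05 and 0 by treat at 1.2-fold. With camera 9 lists passed while no member was called, although 1 immune effector gene was risen and 1 regulator fallen adjusted over the list alone. Oxidative phosphorylation had a mean of 0.41 over 56 genes (adjusted p = 3.2e-16), gut digestion 0.55 over 30 (adjusted p = 2.93e-06), muscle structure 0.69 over 19 (adjusted p = 2.25e-06), detoxification 0.27 over 68 (adjusted p = 1.25e-05), immune effectors 0.55 over 14 (adjusted p = 0.000441) and chromosome-wide regulators −0.53 over 12 (adjusted p = 0.000701), each with adjusted p = 0.587 with an estimated correlation. Cuticle had 0.39 over 32 (adjusted p = 0.00059, 0.621 with an estimated correlation), proteasome −0.15 over 26 (0.000701, 0.621) and egg shell and yolk 1.47 over 18 (0.00059, 0.606). Without pof-mutant replicate 2 in the fit 6 lists passed, and muscle structure and cuticle turned downward by camera. Without pof-mutant replicate 1, 2 or 3 the count of genes was 2, 1 and 47, and without pof-mutant triplo 4th replicate 2 or 3 it was 11 and 2.

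The effect of the J-H deficiency differed in 44 genes between flies with 1 and with 2 copies of chromosome 4. Their crosses differed as well, with an Oregon R parent named only for Df(2L)J-H/+. Of 7378 genes, 22 had a higher and 22 a lower effect of the deficiency in the haplo 4th background (limma, 967 at an unadjusted p under 0.05), and 0 of them lay in the J-H segment. The effect on Cyp12d1-d was −2.37 with 1 copy and 1.68 with 2, a difference of −4.04 (SE 0.29, limma adjusted p = 5.22e-08). Differences were −3.1 (SE 0.63) for Cyp6a20, −2.96 (SE 0.45) for Cyp4d8, −2.16 (SE 0.49) for Cyp6w1, 2.36 (SE 0.52) for the glutathione transferase gene GstD5 and −1.98 (SE 0.43) for the blood cell gene Hml. The effect of 3 copies of chromosome 4 in pof-mutant flies was higher than that of the duplication with 3 copies in 15 genes and lower in 10 (581 at an unadjusted p under 0.05), of which 5 lay in the duplication and 0 on chromosome 4. Among them were Cyp4p2, at 2.67 (SE 0.43), Cyp12d1-d at 2.26 (SE 0.29), Idh3b at 2.23 (SE 0.48) and the cell polarity genes l(2)gl, at 1.85 (SE 0.19, limma adjusted p = 1.02e-05), and aPKC, at 1.7 (SE 0.36).

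For lists that did not pass, mean, median and the direction of camera could differ in sign. This was so for heat shock and chaperones in Df(2L)J-H/+, Df(2L)J-H/+ haplo 4th and Dp(2;2)Cam3/+ triplo 4th, for gut digestion in Df(2L)ED4651/+, for egg shell and yolk and cuticle in Dp(2;2)Cam3/+ triplo 4th, for cytosolic ribosomal proteins in pof-mutant and in pof-mutant triplo 4th against pof-mutant, for proteasome in pof-mutant triplo 4th, and for mitochondrial ribosomal proteins and cell stress and death in pof-mutant triplo 4th against pof-mutant.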

Values the study reported

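The study reported that genes within the 3 deficiencies were expressed at 64% of the wild type level, and that ratios in these regions were close to a normal distribution (Shapiro-Wilk p = 0.20). For the duplication it gave 146% of wild type (Wilcoxon p = 0.079) and a Shapiro-Wilk p of 0.0030. Chromosome 4 in flies with 3 copies stood at 139% (p = 0.015). It gave p = 0.21 for the difference between 1 copy of chromosome 4 and the deficiencies, and p = 0.28 for the Df(2L)J-H deficiency in both backgrounds. Over chromosome 4 genes, the differences in 4/0 flies and in Pof mutants had a Pearson r of −0.48.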

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

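All tests of explanations in this part were chosen only after the results were seen.

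A difference between groups drew attention to 44 genes in which the effect of the J-H deficiency differed between flies with 1 and 2 copies of chromosome 4, and to 25 genes in which the effect of 3 copies of chromosome 4 in pof-mutant flies differed from that in flies with the duplication. A signal in data not reported on drew attention to expressed probe sets with no gene or several. Of these 1072 probe sets, the share that changed was 29.94% in Df(2L)J-H/+, 33.96% in Df(2L)ED4651/+, 28.36% in Df(3L)4470/+, 9.42% in haplo 4th, 20.52% in Df(2L)J-H/+ haplo 4th, 3.73% in Dp(2;2)Cam3/+ triplo 4th, 5.32% in pof-mutant, 3.26% in pof-mutant triplo 4th and 11.66% in Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+. Among the 7378 genes, each measured by its probe set with the highest mean and thus not chosen in the same way, shares were 17.78%, 21.85%, 15.04%, 3.85%, 9.91%, 3.31%, 3.78%, 1.41% and 4.46% in the same order.

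The opposite course of haplo 4th and pof-mutant ratios over chromosome 4 was found on other arms as well. Of 10000 random sets of 50 genes from the other arms, 44.3% had an r as low (median −0.399) and 15.7% a Spearman rho as low (median −0.456, against −0.58 on chromosome 4), so a relation over genes of all chromosomes could account for it. An opposite response in both haplo 4th groups needs a negative r with Df(2L)J-H/+ haplo 4th minus Df(2L)J-H/+. It was 0.157, above the first r by 0.584 (interval 0.239 to 1.022). The Oregon R parent differed too, so this cannot decide. With the germline covariate the first r was 0.115, so germline RNA amounts may play a part.

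The changes shared by the 3 deficiency groups had more than a single candidate cause, and the same genes stood at −0.51 (falls) and 0.46 (rises) against the same wild type arrays in the duplication flies, which lack no copies. The lowest covariance between 2 of these groups was 0.448, above that of draws that share wild type arrays but hold no deviation common to them. With the germline score as a covariate 79.7% (SE 3.96 over genes) of the mean fall and 63.6% (SE 1.54) of the mean rise was left. The fit uses spread within groups, so it cannot tell whether germline RNA was the whole cause. Haplo 4th flies, with no Oregon R parent named, had 42% (SE 7.12 over arrays) of the rises and 46.7% (SE 7.76) of the falls. Df(2L)J-H/+ haplo 4th flies had 57.6% (SE 8.50) and 52.9% (SE 22.8). Genes were chosen with 2 wild type arrays and measured against the other. These flies too had a parent of another strain, so strain stays open for both and the Oregon R parent in part. Df(2L)J-H/+ haplo 4th kept 23.4% (282 genes) of the falls and 27.6% (615 genes) of the rises from haplo 4th to Df(2L)J-H/+. Its arrays gave −0.21 to −0.06 of −0.555 (falls) and 0.01 to 0.27 of 0.505 (rises).

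Regions with 1 copy stood above the copy-number level, and technical causes were weighed. Without centring the deficiency segments stood at −0.958, but the median of all genes stood at −0.253, −0.245 and −0.272 in these groups. Segments and other genes shifted together, so this value cannot tell whether the centring made the distance from −1. Chromosome 4 in haplo 4th stood at −0.607 without centring. The constants added there were only 0.014 to 0.062, so they could account for little of its distance. Compression of log2 ratios alike in both directions stays open. The share of the copy-number change reached with 3 copies exceeded that with 1 copy by 27.8 percentage points on chromosome 4 (interval over genes 0.702 to 59.2, SE over arrays 35.7) and by 6.2 points in the J-H segment (−22.0 to 35.7, SE over arrays 16.9).

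Each comparison of 6 arrays was repeated over all 10 splits into 3 and 3, which are too few for a share under 0.05. Numbers of splits with at least as many changed genes as the labels gave, in parentheses with the highest count of any other split, were 1 of 10 for Df(2L)J-H/+ (1), Df(2L)ED4651/+ (0), Df(3L)4470/+ (0), haplo 4th (0), Df(2L)J-H/+ haplo 4th (0), Dp(2;2)Cam3/+ triplo 4th (0), pof-mutant (3), pof-mutant triplo 4th (4) and Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+ (0). For pof-mutant triplo 4th against pof-mutant, with 0 changed genes, it was 10 of 10, and the split of pof-mutant triplo 4th replicates 1 and 3 and pof-mutant replicate 3 from the others gave 5642 genes. For gene lists the numbers were 6 of 10 for Df(2L)J-H/+ (7 lists passed, highest other 9), 4 for Df(2L)ED4651/+ (7, 8), 3 for Df(3L)4470/+ (8, 8), 1 for haplo 4th (9, 7), 4 for Df(2L)J-H/+ haplo 4th (7, 10), 8 for Dp(2;2)Cam3/+ triplo 4th (5, 9), 10 for pof-mutant (6, 11), 10 for pof-mutant triplo 4th (4, 11), 7 for pof-mutant triplo 4th against pof-mutant (9, 11) and 8 for Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+ (5, 9).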

How the results depend on the processing

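With 3 arrays per group, leaving out 1 array could move a count of genes by over 1.5 times, and 43.7% to 47.7% of the probe sets were above 6, which limits what can be seen at low levels. Alternatives with the germline score, without pof-mutant replicate 2 in the shared fit and with the shorter J-H segment were added after seeing the data. Of 260 alternative values of region results, 215 kept their direction and their side of 0.05, of 4789 values of single genes 3999 did, and 753 of the latter lost a call and 13 gained it. Where a value below differs from that of the report, the cause was not tested, except that fewer arrays or fewer genes were used by construction where an array was left out or a filter was set at 8.

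Without centring, the segment means were −0.89 (Df(2L)J-H/+), −1.05 (Df(2L)ED4651/+, now below the copy-number level), −0.904 (Df(3L)4470/+), −0.96 (pooled) and 0.50 (Dp(2;2)Cam3/+), and the difference between deficiency segments and chromosome 4 of haplo 4th was −0.35. With centring on the median the Dp(2;2)Cam3/+ segment stood at 0.588, chromosome 4 of that group at 0.51 and the J-H difference between backgrounds at −0.0169. Without an expression filter the Dp(2;2)Cam3/+ segment stood at 0.45, chromosome 4 in pof-mutant triplo 4th against pof-mutant at 0.43 and the difference between deficiency segments and chromosome 4 at 0.0828. With a wild type mean above 8 the segments stood at −0.93 (Df(2L)ED4651/+), −0.85 (Df(3L)4470/+) and 0.587 (Dp(2;2)Cam3/+), chromosome 4 in pof-mutant triplo 4th against pof-mutant at 0.446 and the J-H difference at −0.13. Without probe sets ending in _s_at or _x_at, chromosome 4 of Dp(2;2)Cam3/+ triplo 4th stood at 0.48. The shorter J-H segment of Df(2L)J-H/+ haplo 4th gave −0.78 in Df(2L)J-H/+. With the germline covariate chromosome 4 stood at −0.86 in Df(2L)J-H/+ haplo 4th and at 0.38 in pof-mutant triplo 4th against pof-mutant, the J-H difference was −0.15, that between deficiency segments and chromosome 4 was 0.105, and r between haplo 4th and pof-mutant was 0.11, against 0.16 with Df(2L)J-H/+ haplo 4th minus Df(2L)J-H/+ in place of haplo 4th.

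With each array left out in turn, the segments ranged from −0.67 to −0.62 (Df(2L)J-H/+), −0.81 to −0.78 (Df(2L)ED4651/+), −0.66 to −0.62 (Df(3L)4470/+), −0.71 to −0.69 (pooled) and 0.55 to 0.59 (Dp(2;2)Cam3/+). Chromosome 4 ranged from −0.63 to −0.47 in haplo 4th, −0.66 to −0.50 in Df(2L)J-H/+ haplo 4th, 0.37 to 0.61 in Dp(2;2)Cam3/+ triplo 4th, −0.62 to −0.33 in pof-mutant and 0.36 to 0.67 in pof-mutant triplo 4th against pof-mutant. The J-H difference ranged from −0.0448 to 0.045, the triplo 4th difference from −0.13 to 0.18, the difference between deficiency segments and chromosome 4 from −0.23 to −0.0743 and r from −0.51 to −0.23. Counts of changed genes ranged from 517 to 831 (Df(2L)J-H/+), 718 to 1126 (Df(2L)ED4651/+), 464 to 1078 (Df(3L)4470/+), 66 to 101 (haplo 4th), 263 to 651 (Df(2L)J-H/+ haplo 4th), 114 to 242 (Dp(2;2)Cam3/+ triplo 4th), 123 to 4349 (pof-mutant), 64 to 164 (pof-mutant triplo 4th), 0 to 47 (pof-mutant triplo 4th against pof-mutant) and 123 to 253 (Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+).

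Of 188 alternative counts of changed genes, 93 stayed within 1.5 times. In the order Df(2L)J-H/+, Df(2L)ED4651/+, Df(3L)4470/+, haplo 4th and Df(2L)J-H/+ haplo 4th, the counts were 2504, 3241, 2552, 435 and 1197 without an expression filter, 3772, 4329, 3234, 2172 and 1675 with only the arrays of the groups compared, 373, 491, 352, 37 and 165 with a minimum change of 1.2-fold, and 2217, 2525, 1856, 591 and 1261 without pof-mutant replicate 2. With a wild type mean above 8 they were 802 (Df(2L)J-H/+), 992 (Df(2L)ED4651/+), 160 (haplo 4th), 479 (Df(2L)J-H/+ haplo 4th), 154 (pof-mutant) and 44 (pof-mutant triplo 4th). In the order Dp(2;2)Cam3/+ triplo 4th, pof-mutant, pof-mutant triplo 4th and Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+, they were 127, 16, 16 and 881 with only the arrays of the groups compared and 66, 95, 51 and 110 with a minimum change of 1.2-fold. Without pof-mutant replicate 2 in the shared fit they were 512 in Dp(2;2)Cam3/+ triplo 4th, 184 in pof-mutant triplo 4th and 577 in Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+. The germline covariate gave 1046 (Df(2L)ED4651/+), 528 (haplo 4th), 1122 (Df(2L)J-H/+ haplo 4th), 516 (Dp(2;2)Cam3/+ triplo 4th), 1563 (pof-mutant), 328 (pof-mutant triplo 4th), 8 (pof-mutant triplo 4th against pof-mutant) and 880 (Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+). With an estimated correlation 0 lists passed in each of the 10 comparisons, with and without pof-mutant replicate 2 in the shared fit.

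Single genes turned direction as follows. Without centring y stood at −0.001 in Df(2L)ED4651/+, −0.21 in Df(3L)4470/+ and −0.12 in Df(2L)J-H/+ haplo 4th. Without an expression filter y stood at −0.0989 in Df(3L)4470/+ and −0.0763 in Df(2L)J-H/+ haplo 4th, and with a mean over all 27 arrays above 6 at −0.0063 in Df(2L)J-H/+ haplo 4th. With the germline covariate y stood at −0.62 in Df(2L)ED4651/+, −0.54 in Df(3L)4470/+, −0.16 in haplo 4th and −0.58 in Df(2L)J-H/+ haplo 4th, Pof at 0.25 in Df(2L)J-H/+ haplo 4th and 0.33 in Dp(2;2)Cam3/+ triplo 4th, and Cyp6a19 and exu at 0.12 and 0.25 in Df(2L)ED4651/+, where exu is itself part of the score. With an array left out, y ranged from −0.93 to 0.14 in pof-mutant, −0.0107 to 1.07 in pof-mutant triplo 4th against pof-mutant, −0.27 to 0.69 in pof-mutant triplo 4th, −0.0489 to 0.11 in Df(3L)4470/+ and −0.0754 to 0.14 in Df(2L)J-H/+ haplo 4th, and Pof from −0.47 to 0.50 in pof-mutant triplo 4th.

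The groups share replicate numbers only, and a replicate block was tried for them. With the block the counts of changed genes were 1201, 1477, 1041, 249, 669, 225, 237, 92, 0 and 312 in the order Df(2L)J-H/+, Df(2L)ED4651/+, Df(3L)4470/+, haplo 4th, Df(2L)J-H/+ haplo 4th, Dp(2;2)Cam3/+ triplo 4th, pof-mutant, pof-mutant triplo 4th, pof-mutant triplo 4th against pof-mutant and Df(2L)J-H/+ haplo 4th against Df(2L)J-H/+, no list changed its call, and region means were unchanged. Of 261 values of single genes, 19 lost their call with the block. Arrays of different groups with the same number had a mean r of −0.022, those with different numbers 0.013, and in 0 of 10 comparisons did every pair by number correlate above 0.1. The best correlation was with the own number in 9 arrays.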

Other observations

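The Pof probe set stood low in flies with 2 copies of chromosome 4 and a deficiency elsewhere. As deposited it had a mean level of 6.25 ± 0.23 (SD, n = 3) in Df(2L)J-H/+, 6.12 ± 0.17 (SD, n = 3) in Df(2L)ED4651/+ and 6.20 ± 0.20 (SD, n = 3) in Df(3L)4470/+, against 7.68 ± 0.24 (SD, n = 3) in wild type. By limma the ratios were −1.19 (SE 0.46, adjusted p = 0.0751), −1.31 (SE 0.46, adjusted p = 0.0472) and −1.23 (SE 0.46, adjusted p = 0.0756). Chromosome 4 genes had mean ratios of 0.18 ± 0.13, 0.09 ± 0.05 and 0.07 ± 0.04 (SD over 3 arrays) in these flies. The female germline list differed from wild type by −1.19, −1.47 and −0.99 in the same groups. Over the 27 arrays this list had an r of 0.93 with the first principal component, and the list of chromosome-wide regulators, which holds Pof, 0.99. In haplo 4th and Df(2L)J-H/+ haplo 4th Pof had levels of 6.97 ± 0.05 (SD, n = 3) and 7.01 ± 0.56 (SD, n = 3).

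The share of the shared deficiency genes called the same way in Df(2L)J-H/+ haplo 4th was 73 of 230 for falls and 171 of 477 for rises, and in haplo 4th 32 and 62. Of these genes, 110 falls and 158 rises were still called in all 3 deficiency groups with the germline covariate. Among the rises 13.8% lay on the X, against 39.6% of the falls.

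Segments were found in the values here, and expressed genes numbered 202 in the duplication and 50 on chromosome 4. Gene sets of the study differ from these, so its p-values are not of the same genes. The Shapiro-Wilk p was 0.0101 over the pooled deficiency genes (n = 135 genes) and 0.455 for the duplication (n = 202 genes) here. The first is lower and the second higher than the value quoted from the study above.

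The Wilcoxon p was 0.318 for the duplication (n = 202 genes) and 0.0317 for chromosome 4 with 3 copies (n = 50 genes). The Mann-Whitney p for the J-H deficiency in both backgrounds was 0.933 (n = 31 genes). All lie above the values quoted from the study.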
